A study of Mus musculus with 2 samples. Its data were reported in "Single-Cell Transcriptional Response of the Placenta to the Ablation of Caveolin-1: Insights into the Adaptive Regulation of Brain–Placental Axis in Mice" (2024).

How the data were processed

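Nuclei isolated from placentae of mice at day 15 of gestation were profiled with droplet-based 3' single-nucleus RNA-seq. The labels give 1 WT library and 1 library of mice without caveolin-1 (Cav1-null), and each library formed its group alone. The deposited values are raw counts: for every gene and barcode, the number of UMIs that the authors obtained with Cell Ranger, with no normalization. The submitters' processing notes name Cell Ranger 3.0.1 and the GRCm39 genome, whereas the headers of the deposited matrices name Cell Ranger 6.1.1. The notes also name Seurat, which the authors used after the counting. The matrices held only barcodes with at least 500 UMIs, 55416 gene identifiers and 37 mitochondrial genes, and 1597 symbols were shared by more than 1 identifier. Where a symbol was shared, it was given to the identifier with the most UMIs. Coordinates are those of the GRCm39 annotation, in which 54749 identifiers (98.8%) were found.

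Barcodes with at least 200 detected genes and at most 20% mitochondrial UMIs were kept, as the study's wording was read. This left 22138 WT and 23099 Cav1-null nuclei (7 and 9 removed), with 46222382 and 48037003 UMIs. Reading the filter as 200 UMIs left 22139 and 23099. Doublets were not removed. Scrublet, as built into scanpy 1.11.5, called 1 and 0 doublets, under 0.5% of each library, so the caller had not worked here, and nuclei of mixed type may remain in every class.

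Both libraries were clustered together without batch correction, since library and genotype are the same split. UMIs were scaled to 10000 per nucleus and log-transformed. The 2000 most variable genes were chosen by dispersion within 20 bins of mean expression in each library and then combined, leaving out the genes named by the study, the pregnancy-specific glycoprotein family, sex-linked and mitochondrial genes and Cav1. Of 30 principal components 20 were used for a shared-nearest-neighbour graph of 20 neighbours, and clusters were found with the Leiden method (leidenalg 0.10.2, python-igraph 0.11.9) at resolution 0.5. This gave 18 clusters. Computation used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and scikit-learn 1.9.0, and matplotlib 3.10.9 for the plots.

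Clusters were named only from lists of marker genes for 14 classes. Clusters in which Malat1 and Xist were each under 50% of their CPM over all barcodes were called nucleus-poor (6 clusters). In the others a marker counted as raised with at least 10 UMIs, 2 times the median CPM of the other clusters and 25% of the highest, and a cluster took the class with most raised markers, at least 3. This named 11 clusters as 8 classes, "X-like" throughout, and cluster 15 (0.745% of WT and 0.727% of Cav1-null nuclei) stayed unnamed. The rules for raised markers and nucleus-poor clusters were set after the clusters and their sizes had been seen, and were revised on the marker genes before genes were compared between the libraries. An earlier form called cluster 8 vascular and left cluster 13 unnamed. The 9 raised macrophage markers of cluster 9 were accompanied by 8 lymphoid or natural killer markers. Differences from the study can come from these rebuilt names.

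UMIs were summed per class and library and scaled by the total UMIs of that sum to a common total (CPM). With 1 library per genotype there is no test and no p-value. Ratios of sums have exact conditional 95% intervals for 2 Poisson counts, sums have exact Poisson intervals and shares have exact Clopper-Pearson intervals, all for counting error only. A gene was called higher or lower at 2-fold, and measured with at least 50 UMIs in the class of the library where it was higher. For marker directions a gene could also reach an equal level in all other nuclei. For the EVT-like to STB-like contrast it needed at least 50 UMIs in either class, in each library. A count of 0 was replaced by a floor of 3 counts, and its ratio is the value at that floor. The named genes were, for each of 4 main classes, the 6 highest and 6 lowest in Cav1-null against WT, ranked by the bound of the interval nearest to 0, leaving out predicted genes (Gm and Rik symbols) and the members of the sex-linked, erythroid, mitochondrial and ribosomal lists. The erythroid list did not hold the embryonic globin gene Hba-x, which was therefore not left out. For the EVT-like to STB-like contrast they were the genes named in the text of the study and the 5 highest and 5 lowest differences, and for each gene list up to 4 members.

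Gene lists covered caveolae, the neighbours of Cav1, pregnancy-specific glycoproteins, the prolactin family, placental cathepsins and Ceacam genes, imprinted genes, angiogenesis, hypoxia and glycolysis, the mitotic cell cycle, senescence, nutrient transporters, axon guidance and neuron development, collagens and extracellular matrix, immediate early and heat shock genes, interferon response, the mitochondrial genome, ribosomal proteins, nuclear long noncoding RNAs, sex-linked genes and 2 lists taken from the study. The median log2 ratio of a list was ranked among 10000 random lists of its size matched in 20 bins of mean expression, for lists with at least 5 measured members. The comparisons, markers, gene lists, rule for named genes and 15 alternatives were chosen before the data were examined. The alternatives were resolutions of 0.3 and 1.0, each library clustered by itself, Cav1-null nuclei assigned to WT clusters, clustering with the study genes, removal of called doublets, at least 500 genes or at most 5% mitochondrial UMIs per nucleus, nuclei of at least 1000 UMIs thinned to 1000 each (11380 WT and 8799 Cav1-null nuclei left out), median of ratios scaling, minimums of 20 and 200 UMIs, 1.5-fold, the 200 UMI filter and named classes as the denominator. A further 5 were added after the data had been seen: free RNA subtracted (the nucleus-poor profile, scaled so that globin UMIs reach 0 in a class), a class against the other named classes only, CPM without Rn18s and mitochondrial UMIs, barcodes outside the nucleus-poor clusters as the denominator, and cluster 17 left out of the Vascular-like class. The subtraction assumes that the nucleus-poor profile is free RNA. It assigned that profile from 30.5% (Cav1-null S-TGC-like) to 71.4% (WT Stromal-like) of the UMIs of a class.

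The calculations were tested on simulated counts drawn from the real means and library sizes, with 200 changed genes. Each gene was drawn independently, so lists of correlated members were not simulated. In STB-like nuclei (7676 genes) the intervals held the true ratio for 95.4% of unchanged genes and 94.0% of genes changed 2-fold upward, and 0 unchanged genes passed 2-fold. Of 20 unchanged lists 3 lay outside percentiles 2.5 to 97.5, and all 20 lists raised 1.25-fold did. In EVT-like nuclei (8549 genes) the intervals held for 95.6% of unchanged genes, 1 of which passed 2-fold, and 0 unchanged lists lay outside. For genes changed 2-fold upward they held in 92.0% in EVT-like and Stromal-like and 90.0% in Vascular-like nuclei, and 1 of 20 unchanged lists in Stromal-like and 3 of 20 in Vascular-like nuclei lay outside. For the EVT-like to STB-like contrast they held for 95.6% of 9159 genes in WT and 95.5% of 9154 in Cav1-null. The bulk RNA-seq and fetal brain data of the study were not analysed here.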

Results

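Single nuclei of 2 mouse placentae were profiled at day 15 of gestation, 1 from a wild-type (WT) mouse and 1 from a mouse lacking caveolin-1 (Cav1-null, the KO of the study). The study mated its WT and KO mice separately, as different strains, so strain and genotype are the same split. Each placenta gave 1 droplet library, in which every RNA molecule captured near its 3' end carries a unique molecular identifier (UMI) and every droplet a barcode. The WT library held 22145 barcodes and 46231913 UMIs, and the Cav1-null library 23108 barcodes and 48053520 UMIs. After the filter of the study, 22138 and 23099 nuclei were kept, with a median of 971 and 1166 UMIs and of 489 and 601 genes per nucleus. The median share of mitochondrial UMIs was 3.44% in the WT and 2.71% in the Cav1-null library, and the 18S ribosomal RNA gene Rn18s took 18.7% and 14.4% of all UMIs. With 1 library per genotype no replicate error exists, so every difference below compares these libraries and has no replicate check. The 95% intervals cover counting error only.

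Cav1 encodes the main structural protein of caveolae, the small pits of the plasma membrane, and its UMIs were compared first to check the genotype labels. Cav1 was 25.2-fold lower in the Cav1-null library, with 1358 UMIs in the WT nuclei and 56 in the Cav1-null nuclei (29.4 and 1.17 CPM, the UMIs of a gene scaled to a common total). The log2 ratio of Cav1-null to WT was -4.66 (95% interval -5.07 to -4.27). In WT nuclei Cav1 was highest in the Vascular-like class, the endothelial nuclei described below, with 380 UMIs against 2 in the Cav1-null library (log2 -7.59, -10.64 to -5.72). Stromal-like nuclei held 116 against 2 UMIs (log2 -5.57) and syncytiotrophoblast (STB)-like nuclei 21 against 1 (log2 -4.42). Extravillous trophoblast (EVT)-like nuclei held 36 against 0, an 11.8-fold difference with the 0 replaced by a floor of 3 counts. The upper bound of the log2 interval was -3.19 there. Decidual-like nuclei kept 8 Cav1 UMIs against 63 in the WT library, a 6.07-fold difference. Cav2, the neighbouring caveolin gene, had 233 and 274 UMIs (log2 0.18, -0.08 to 0.44). In the GRCm39 annotation Cav1 (ENSMUSG00000007655) lies on chromosome 6 from 17306140 to 17341451 on the plus strand, and the 3 exons of its transcript Cav1-201 span 17306140 to 17306478, 17307880 to 17308044 and 17339112 to 17341451. The part of the gene that the allele removes is not given in the sources used here, so the low counts go with the label without locating the deletion. Xist, the RNA of the inactive X chromosome, had 29360 and 31447 UMIs (log2 0.04), while the Y-linked genes had few UMIs in either library, with 2 and 11 for Ddx3y, 1 and 9 for Uty, 0 and 6 for Kdm5d and 0 and 3 for Eif2s3y.

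The first comparison of the design concerns the cell types of the placenta and their abundance in WT and Cav1-null mice. Trophoblast, stromal, vascular, decidual, endoderm and macrophage nuclei were found in both placentae, but 84.2% of the WT and 85.7% of the Cav1-null barcodes lay in clusters poor in the nuclear RNAs Malat1 and Xist. EVT-like nuclei made up 3.95% of the WT nuclei (875, 95% interval 3.70% to 4.22%) and 3.11% of the Cav1-null nuclei (718, 2.89% to 3.34%), a ratio of 0.786 (0.712 to 0.869). STB-like nuclei made up 2.23% and 2.10% (494 and 486), a ratio of 0.943 (0.830 to 1.07). Stromal-like nuclei made up 1.29% and 1.18% (285 and 272), a ratio of 0.915 (0.772 to 1.08), and Vascular-like nuclei 2.14% and 2.19% (474 and 505), a ratio of 1.02 (0.899 to 1.16). Macrophage-like nuclei were 0.804% and 1.32% (178 and 306), a ratio of 1.65 (1.37 to 1.99), whereas Decidual-like nuclei were 2.87% and 2.22% (635 and 512), a ratio of 0.773 (0.686 to 0.870). Endoderm-like nuclei, with yolk sac genes, were 0.935% and 0.688% (207 and 159; ratio 0.736, 0.595 to 0.910), and sinusoidal trophoblast giant cell (S-TGC)-like nuclei 0.876% and 0.766% (194 and 177; ratio 0.874, 0.709 to 1.08).

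**Figure D1:**
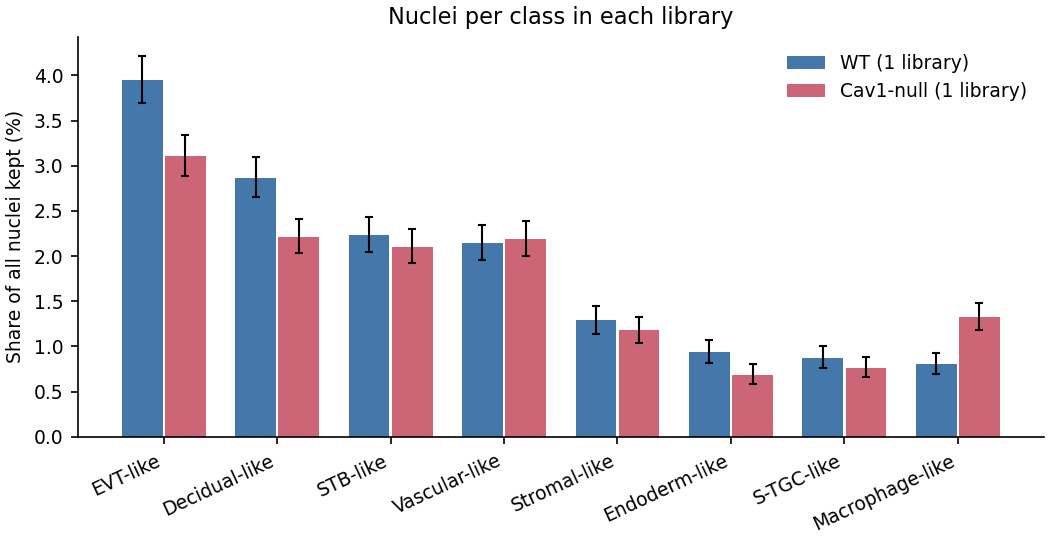
Share of all nuclei kept, in percent, for the 8 named classes in the WT library (blue) and the Cav1-null library (red), with exact binomial 95% intervals as bars. EVT-like nuclei are at 3.95% and 3.11%, STB-like nuclei at 2.23% and 2.10%, and Macrophage-like nuclei at 0.804% and 1.32%.

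The names rest on marker genes fixed beforehand. The STB-like clusters 7 and 11 both showed Syna, the syncytin of the maternal-facing layer. Only cluster 11 also showed Synb with Gcm1, the syncytin and transcription factor of the fetal-facing layer, so it held markers of both layers. The EVT-like clusters 4 and 10 showed Prl6a1 with Ncam1 and Ascl2, or with Prl3a1 and Mitf. Only 5 and 3 of the 13 EVT markers were raised there, and the spongiotrophoblast gene Tpbpa was not among them. Cluster 8 (Stromal-like) showed Col1a1, Col3a1 and Pdgfrb, and the Vascular-like clusters 6 and 17 showed Pecam1, Cdh5 and Tek. The EVT-like difference in share lay in cluster 4 (659 and 500 nuclei, ratio 0.727) more than in cluster 10 (216 and 218, ratio 0.967). Of nuclei in named classes (3342 and 3135), EVT-like nuclei were 26.2% and 22.9%, STB-like 14.8% and 15.5%, Stromal-like 8.53% and 8.68% and Vascular-like 14.2% and 16.1%. No cluster could be called cytotrophoblast (CTB)-like, the stem-like trophoblast of the study, and CTB markers are weighed below in the closing section. Cluster 12 with the S-TGC genes Ctsq and Lepr (1.16% of WT and 0.636% of Cav1-null nuclei) and cluster 16 with the erythroid genes Slc4a1 and Gypa (0.542% and 0.680%) were kept out of the classes because their Malat1 and Xist were low. The Cav1-null library was the deeper of the pair, with a median of 4566 against 4018 UMIs in EVT-like and 4845.5 against 4586.5 in STB-like nuclei. The share ratio of EVT-like nuclei moved to 0.555 with at least 500 genes per nucleus and to 0.592 at equal depth (1000 UMIs). These settings kept 10770 WT against 15648 Cav1-null and 10758 against 14300 barcodes, so the denominators changed unequally. With at least 500 genes the STB-like (0.678), Stromal-like (0.665) and Vascular-like ratios (0.746) fell too. The lower values therefore show no larger EVT-like difference. With each library clustered by itself the ratio was 0.367 for STB-like, 0.968 for EVT-like and 0.432 for S-TGC-like nuclei.

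The next comparison concerns whether genes that mark a cell type do so in the same direction in WT and Cav1-null placentae. Marker directions were shared almost throughout. The classes came from clustering both libraries together, which groups nuclei of similar expression, so part of this agreement is built into the classes. Over 8 classes and 48632 measured pairs of gene and class, 8666 were at least 2-fold higher in the class than in all other nuclei of their library in both libraries, 2732 were lower in both, and 1 was opposite. EVT-like nuclei had 1727 genes higher and 1067 lower in both libraries, STB-like nuclei 1581 and 647, Vascular-like nuclei 994 and 52, and Stromal-like nuclei 806 and 40. The single opposite gene was Tgfb2, a growth factor of the TGF-beta family, in Endoderm-like nuclei, with a log2 ratio to all other nuclei of -1.59 in WT (31 UMIs) and 1.98 in Cav1-null (329 UMIs). With each library clustered by itself 52 opposite genes were counted, and with free RNA subtracted 10. Tgfb2 was not among the opposite genes with Cav1-null nuclei assigned to WT clusters, with each library clustered by itself, with at least 500 genes per nucleus or with at least 200 UMIs per gene.

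The central contrast of the study sets EVT against STB cells in each genotype. Pappa2, a protease that releases insulin-like growth factors from their binding proteins, was higher in EVT-like than in STB-like nuclei in both libraries, 11.0-fold in WT and 9.99-fold in Cav1-null. Usp53, a gene of the ubiquitin-specific peptidase family, was lower in EVT-like nuclei in both, 3.44-fold in WT and 2.66-fold in Cav1-null. Neither gene changed direction between the libraries. Pappa2 reached 10768 CPM in WT and 11047 in Cav1-null EVT-like nuclei, against 981 and 1106 in STB-like nuclei. Its log2 ratio was 3.46 (3.40 to 3.51) in WT and 3.32 (3.27 to 3.37) in Cav1-null. Usp53 had 71.7 and 89.0 CPM in EVT-like nuclei and 247 and 236 in STB-like nuclei, with log2 ratios of -1.78 (-1.98 to -1.59) and -1.41 (-1.59 to -1.23). In the nucleus-poor barcodes, which may show the free RNA of each library, Pappa2 stood at 1711 and 1766 CPM and Usp53 at 115 and 126. The STB-like level of Pappa2 was thus below that of the nucleus-poor barcodes. Usp53 was highest in Decidual-like nuclei, at 2076 and 2150 CPM. Pappa2 (ENSMUSG00000073530) lies on chromosome 1 from 158539297 to 158808060 and Usp53 (ENSMUSG00000039701) on chromosome 3 from 122724446 to 122778230, both on the minus strand. With at least 500 genes per nucleus the Usp53 ratios were -0.50 and -0.76, and at equal depth -1.10 and -0.45, of the same sign but within 2-fold in 3 of the 4 values. With free RNA subtracted the log2 ratios were 4.78 and 4.42 for Pappa2 and -2.64 and -2.04 for Usp53.

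**Figure D2:**
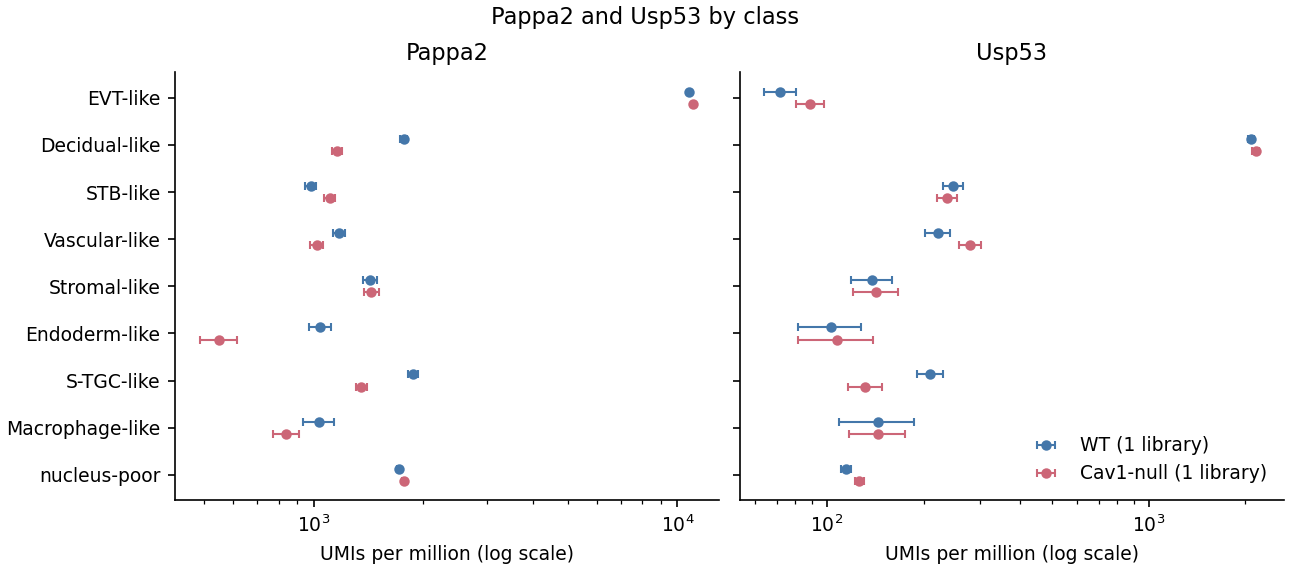
CPM of Pappa2 (left) and Usp53 (right) on a log axis, in the 8 named classes and the nucleus-poor barcodes of the WT (blue) and the Cav1-null library (red), with exact Poisson 95% intervals as bars. Pappa2 is highest in EVT-like nuclei (10768 and 11047) and Usp53 in Decidual-like nuclei (2076 and 2150) in both libraries.

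Further genes that the study names were also of 1 direction in both libraries. Aplp2, a relative of the amyloid precursor protein, was lower in EVT-like than in STB-like nuclei (log2 -1.27 in WT and -1.49 in Cav1-null), as were the semaphorin receptors Plxna1 (-1.55 and -2.94) and Plxna2 (-1.39 and -1.58). Plxna1 was highest in the STB-like cluster 11 (53.8 and 80.1 CPM), while the STB-like cluster 7 was close to the EVT-like cluster 4 in WT (9.85 and 9.26) but not in Cav1-null (19.3 and 5.94). Plxna2 was highest in cluster 7 (281 and 332 CPM) and lowest in the EVT-like cluster 10 (18.9 and 15.1), whereas cluster 11 (95.01 and 150.03) was below the EVT-like cluster 4 (120.4) in WT and near it (142) in Cav1-null. Phactr1, a regulator of actin and phosphatase 1, was higher in EVT-like nuclei (2.79 and 2.44), which lay in cluster 4 (837 and 740 CPM), whereas the EVT-like cluster 10 (87.9 and 82.6) was near the STB-like level (84.5 and 86.01). The pregnancy-specific glycoprotein genes Psg16 (0.66 and 0.55), Psg25 (1.07 and 0.81), Psg26 (0.81 and 0.67) and Psg27 (0.73 and 0.42) were higher in EVT-like nuclei in both libraries, though past 2-fold only for Psg25 in WT, where it turned with each library clustered by itself (-0.034) and at equal depth (-0.34). Psg25 and Psg26 were highest in the EVT-like cluster 10 (695 and 645 CPM in WT), while Psg26 in the larger cluster 4 (189) was below its STB-like level in WT (196). A list of 39 genes was taken from the study, which has them lower in WT and higher in KO in EVT or in STB cells, and since it was chosen on these same samples it is not independent evidence. The group that the study has in the reverse direction was not used here. In the contrast of EVT-like with STB-like nuclei, 20 of the 39 were at least 2-fold higher in EVT-like nuclei in both libraries, among them Flt1, the receptor of vascular endothelial growth factor (2.75 and 2.59), and Tfap2c, a trophoblast transcription factor (2.33 and 2.05). A further 13 were at least 2-fold lower in both, among them the iron exporter Slc40a1 (-2.67 and -2.82) and the tetraspanin Cd9 (-1.92 and -2.02). No gene of the 39 was past 2-fold in opposite directions, and against all other nuclei no measured gene was so in STB-like or EVT-like nuclei. Only the imprinted gene Peg3 differed in sign, at -0.12 (-0.17 to -0.07) in WT and 0.13 (0.07 to 0.18) in Cav1-null.

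Among all 8815 genes measured in this contrast, 2145 were past 2-fold in the same direction in both libraries, and 1 in opposite directions. The exception was Mecom, a zinc-finger transcription factor on chromosome 3 from 30005439 to 30602157, which was higher in EVT-like nuclei of the WT library (136 against 20 UMIs, log2 2.22, 1.53 to 2.97) and lower in those of the Cav1-null library (31 against 52 UMIs, log2 -1.24, -1.93 to -0.57). The difference of the log2 ratios, Cav1-null minus WT, was past 2-fold for 165 genes. Ranked by the bound of its interval nearest to 0, the difference was highest for Fam135b (3.24), Eva1c (1.90), the estrogen receptor gene Esr1 (1.99), the cadherin gene Cdh13 (1.66) and Zhx2 (2.17). By the same rank it was lowest for Mecom (-3.46), the heparan sulfate sulfotransferase gene Hs6st3 (-4.04, with 3 UMIs in Cav1-null EVT-like nuclei), the splicing factor gene Rbfox1 (-1.99), Ttc39c (-2.00) and S100a16 (-1.60). Across genes, which are not independent replicates, the ratios of the libraries correlated with r = 0.954 and rho = 0.923. The classes were set by clustering both libraries together, which favours such agreement. Several of these differences turned when the nuclei were grouped otherwise. With Cav1-null nuclei assigned to WT clusters the difference was -2.00 for Fam135b and -0.09 for Esr1, with at least 500 genes per nucleus it was -0.07 for Zhx2, and with each library clustered by itself it was -0.05 for Cdh13 and 0.15 for Rbfox1, while at equal depth it was 0.93 for Hs6st3 and 0.42 for Ttc39c and the Mecom difference of EVT to STB log2 ratios was -1.202.

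**Figure D3:**
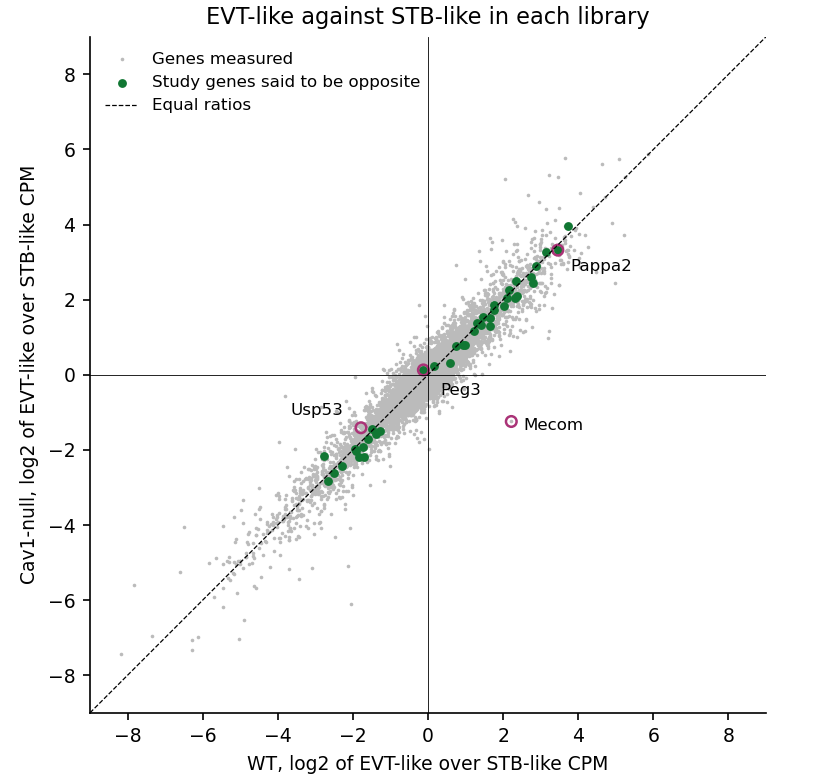
Log2 ratio of EVT-like to STB-like CPM in the WT (x axis) and the Cav1-null library (y axis), 1 point per measured gene, with the 39 study genes in green, rings around Pappa2, Usp53, Mecom and Peg3, and equal ratios on the dashed line. The green points follow the dashed line, Pappa2 at 3.46 and 3.32, while Mecom lies off it at 2.22 and -1.24.

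Cav1-null and WT nuclei were then compared within each class. In STB-like nuclei, 42 genes were higher and 23 lower past 2-fold in the Cav1-null library, of 8025 measured (3004832 and 3057733 UMIs). Kcnh1, a voltage-gated potassium channel gene, stood out with 22 UMIs in WT and 476 in Cav1-null, a 21.3-fold difference (log2 4.41, 3.79 to 5.10). Ide, the insulin-degrading enzyme gene, was 2.65-fold higher (147 and 396 UMIs, log2 1.40, 1.13 to 1.69), Rbfox1 2.82-fold higher (69 and 198 UMIs) and the dermokine gene Dmkn 2.34-fold higher (log2 1.23). The Ide difference was not particular to STB-like nuclei. It was higher in Cav1-null in every named cluster, such as the EVT-like cluster 4 (263 and 582 CPM) and Stromal-like nuclei (49.1 and 97.1), and least so in the Vascular-like cluster 17 (74.8 and 87.5). Among genes lower in the Cav1-null library were Esr1 (212 and 72 UMIs, log2 -1.58, -1.99 to -1.19), Fam135b (log2 -1.70), Cdh13 (log2 -1.72), the cholesterol transfer gene Gramd1b (824 and 342 UMIs, log2 -1.29), the Wnt receptor gene Ror2 (log2 -1.82) and the neuronal adaptor gene Apba1 (log2 -1.51). Unc5cl was higher (16 and 65 UMIs, 3.99-fold), and Odad2, among the leading genes of the STB-like cluster 11, had 15 and 88 UMIs (log2 2.53). In the nucleus-poor barcodes the ratio was 2.29 for Kcnh1, 1.01 for Ide, 1.02 for Odad2, 0.96 for Unc5cl and 0.51 for Dmkn, and lay between -0.37 and 0.22 for Rbfox1, Esr1, Fam135b, Cdh13, Gramd1b, Ror2 and Apba1. With Cav1-null nuclei assigned to WT clusters Fam135b (1.505) and Esr1 (1.004) turned and Cdh13 (-0.52), Gramd1b (-0.50) and Dmkn (0.93) fell within 2-fold, and Odad2 did so with at least 500 genes per nucleus (0.24). With free RNA subtracted 193 genes were higher and 54 lower past 2-fold.

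In EVT-like nuclei, 48 genes were higher and 25 lower past 2-fold in the Cav1-null library, of 8883 measured (4393954 and 4315862 UMIs). Kcnh1 again had the largest well-counted difference, 20.3-fold, from 102 UMIs in WT to 2036 in Cav1-null (log2 4.34, 4.06 to 4.65). The placental prolactin genes Prl7d1 (1590 and 3375 UMIs, log2 1.11) and Prl4a1 (121 and 325, log2 1.45) were higher, together with the protease inhibitor gene A2m (240 and 543, 2.30-fold) and the protease gene Prss35 (19 and 75, log2 2.01). Prap1, a gene of secretory epithelia, had 3 UMIs in WT and 61 in Cav1-null (log2 4.37, 2.76 to 6.69). Genes lower in the Cav1-null library included the transporter gene Slc35f3 (546 and 122 UMIs, 4.40-fold, log2 -2.14, -2.43 to -1.85), the sorting receptor gene Sorcs2 (798 and 309, log2 -1.34), the axon guidance receptor gene Robo2 (86 and 16, log2 -2.40), Mecom (136 and 31, log2 -2.11), the calpain gene Capn11 (52 and 6, log2 -3.09) and Ush2a (143 and 37, log2 -1.92). The same comparison in the nucleus-poor barcodes gave 3.70 for Prap1, 1.31 for Prss35, 0.82 for Prl4a1, 0.45 for Prl7d1 and 0.88 for A2m. It gave -2.62 for Capn11, -1.03 for Slc35f3, -1.09 for Sorcs2 and -0.41 for Robo2, and 0.03 and -0.04 for Mecom and Ush2a. After free RNA was subtracted no counts above the floor were left for Prap1 and Prss35, Ush2a turned in 5 alternatives (from 0.07 to 1.56), and Capn11 was -0.07 at equal depth. With each library clustered by itself 612 genes were past 2-fold, with at least 500 genes per nucleus the split turned to 26 higher and 44 lower, and Prl7d1 was 0.73 with Cav1-null nuclei assigned to WT clusters.

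In Stromal-like nuclei, 15 genes were higher and 37 lower past 2-fold, of 5355 measured (1322603 and 1081906 UMIs). The matrix genes Vcan, for versican (45 and 119 UMIs, log2 1.69, 1.19 to 2.22), and Tnc, for tenascin C (71 and 126, log2 1.12), were higher in the Cav1-null library, as was Ptchd4 (70 and 128, log2 1.16). Beside Cav1, the genes lower in the Cav1-null library were Hdac9, a histone deacetylase gene (118 and 15 UMIs, 6.44-fold, log2 -2.69, -3.57 to -1.91), the endothelial lectin gene Clec14a (124 and 19, log2 -2.42), Mcf2l (87 and 22, log2 -1.69), Zfp366 (68 and 16, log2 -1.80) and Zmat4 (52 and 11, log2 -1.95). Kdr and Tek, markers of vascular cells, were lower in these nuclei too (log2 -1.24 and -0.64). Creg1 (3412 and 5711 UMIs, log2 1.03), A2m (log2 1.09) and Prl3a1 (93 and 158, log2 1.05) were higher, and in the nucleus-poor barcodes they stood at 0.83, 0.88 and 0.88, while Vcan stood at -0.17, Hdac9 at -0.44 and Clec14a at -0.67. After free RNA was subtracted Creg1, A2m and Prl3a1 kept no counts above the floor. At resolution 1.0 Mcf2l (-0.43), Zfp366 (-0.24), Creg1 (0.64) and A2m (0.95) were within 2-fold, as were Clec14a (-0.68) and Ptchd4 (0.78) at equal depth, where Zfp366 turned (1.06).

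In Vascular-like nuclei, 39 genes were higher and 35 lower past 2-fold, of 7246 measured (2254955 and 2282171 UMIs). Beside Kcnh1 (12 and 108 UMIs, log2 3.15, 2.29 to 4.15), the genes higher in the Cav1-null library were Coch, for the matrix protein cochlin (12 and 83, log2 2.77), the phosphatase gene Ptprr (14 and 68, log2 2.26), the keratin gene Krt14 (15 and 64, log2 2.08), the embryonic globin gene Hba-x (58 and 167, log2 1.51) and the sodium-calcium exchanger gene Slc8a1 (116 and 282, log2 1.26). After Cav1, the genes lower in the Cav1-null library were the muscarinic receptor gene Chrm3 (501 and 151 UMIs, 3.36-fold, log2 -1.75, -2.02 to -1.48), Hdac9 (5235 and 1815, 2.92-fold, log2 -1.55, -1.62 to -1.47), Sgip1 (201 and 64, log2 -1.67), the synaptic gene Rims2 (65 and 16, log2 -2.04) and Mllt3 (1339 and 522, log2 -1.38). Chrm3 and Hdac9 are among the genes that set cluster 17 apart, which held 52 WT and 23 Cav1-null nuclei, and in the remaining Vascular-like nuclei both stayed past 2-fold lower, Hdac9 at -1.80. Without cluster 17 the number past 2-fold was 46, with 35 higher and 11 lower, and Ptprr (0.90), Slc8a1 (0.86), Sgip1 (-0.37) and Mllt3 (-0.03) were within 2-fold, as was Hba-x at equal depth (0.50). In the nucleus-poor barcodes the ratio was 1.57 for Coch, 0.95 for Krt14, 0.48 for Hba-x, 0.36 for Slc8a1, 0.21 for Ptprr, -0.31 for Chrm3 and -0.11 for Mllt3, and no Coch counts above the floor were left after free RNA was subtracted.

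Besides Cav1 itself, which lacked the UMIs for a call in 2 of the 4 main classes, 5 genes were past 2-fold in the same direction in at least 3 of the STB-like, EVT-like, Stromal-like and Vascular-like classes. Kcnh1 was higher in 3 classes, with a median log2 ratio of 4.34, and stood at 15.4-fold in S-TGC-like (66 and 963 UMIs), 11.8-fold in Decidual-like (18 and 164) and 34.1-fold in Endoderm-like nuclei (4 and 93). Prl4a1 was higher in 4 classes (median 1.23), Coch (1.35) and A2m (1.05) in 3, and Noct, a circadian deadenylase-like gene, was lower in 3 (median -1.08). In the nucleus-poor barcodes the same genes stood at 2.29 (Kcnh1), 0.82 (Prl4a1), 1.57 (Coch), 0.88 (A2m) and -1.21 (Noct). Kcnh1 (ENSMUSG00000058248) lies on chromosome 1 from 191873081 to 192192467 on the plus strand, and Cav1 on another chromosome.

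**Figure D4:**
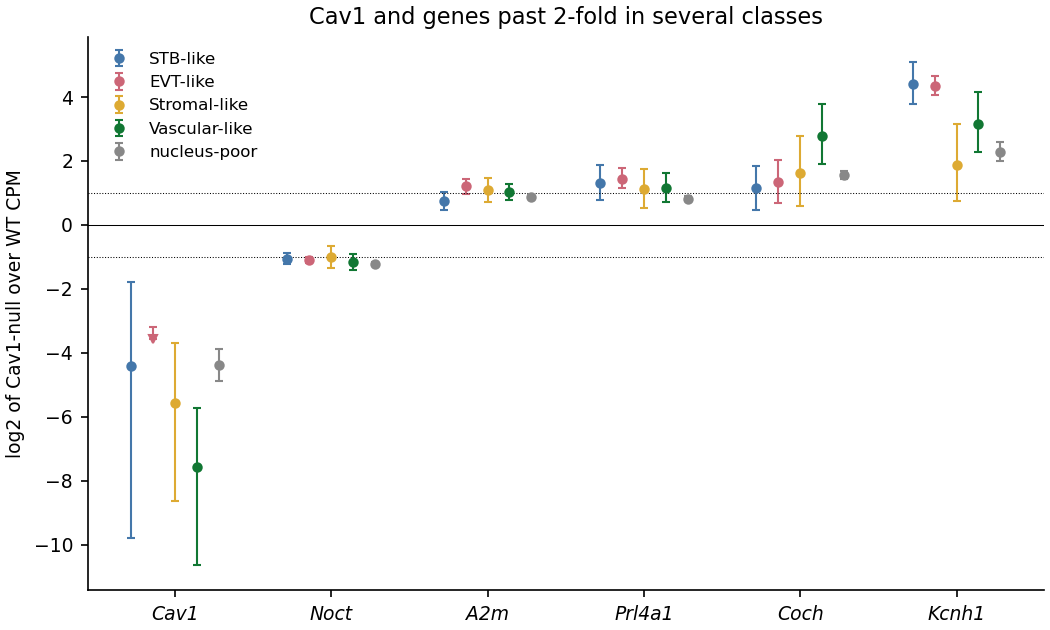
Log2 ratio of Cav1-null to WT CPM for Cav1 and 5 further genes in the 4 main classes and the nucleus-poor barcodes (colours), with 95% counting intervals as bars, dotted lines at 2-fold, and a triangle where the Cav1-null count was 0. Kcnh1 reaches 4.41 in STB-like and 4.34 in EVT-like nuclei against 2.29 in the nucleus-poor barcodes, and Noct lies near -1.08 throughout.

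Pregnancy-specific glycoprotein, prolactin and placental Ceacam genes were higher as groups in the Cav1-null library in the 4 main classes, and placental cathepsins in STB-like and EVT-like nuclei. In Decidual-like nuclei the medians of these groups were 0.07, 0.10, 0.12 and -0.12, at percentiles 70.8, 94.98, 82.5 and 3.86. The pregnancy-specific glycoproteins, immune-modulating proteins secreted by trophoblast, had a median log2 ratio of 0.51 in STB-like, 0.26 in EVT-like, 0.59 in Stromal-like and 0.41 in Vascular-like nuclei, with 11 of 12 measured members above 0 in each class and percentiles of at least 99.96 among 10000 random lists of matched expression. Psg27 had 0.71, 0.41, 0.84 and 0.58 and Psg16 had 0.60, 0.49, 0.76 and 0.64 in those classes. The EVT-like clusters differed in this. In cluster 10 Psg25 (695 CPM in WT and 689 in Cav1-null) and Psg26 (645 and 626) were not higher, and Psg27 (2235 and 2378) and Psg16 (1996 and 2324) little higher. In cluster 4 the same genes stood at 278 and 336, 189 and 268, 1148 and 1741, and 877 and 1352. The prolactin family had medians of 0.43, 0.52, 0.40 and 0.50, all at percentile 100, with 15 of 16, 19 of 21, 15 of 16 and 17 of 17 members above 0. The placental Ceacam genes, cell adhesion glycoproteins, had medians of 0.43, 0.31, 0.53 and 0.37 (percentiles 99.69 to 99.99), led by Ceacam12 (0.71, 0.71, 0.81 and 0.72). The placental cathepsins, lysosomal proteases, had 0.35, 0.23, 0.12 and 0.18 (percentiles 99.47, 99.22, 82.2 and 93.1). In the nucleus-poor barcodes the medians were 0.45 for the pregnancy-specific glycoproteins, 0.36 for the prolactin family and 0.32 for the Ceacam genes, against 0.04 (percentile 26.1) for the cathepsins. EVT markers, prolactin genes among them, were also higher in the Cav1-null library in the other main classes, with 14913 (WT) and 19713 CPM (Cav1-null) in STB-like, 18971 and 27478 in Stromal-like and 20573 and 27212 in Vascular-like nuclei, and 49893 and 64699.8 in the nucleus-poor barcodes. Tpbpa, a spongiotrophoblast gene, had 6768 and 8887 CPM in STB-like, 8429 and 12510.3 in Stromal-like, 9304 and 12444 in Vascular-like nuclei and 23190.3 and 30003 in the nucleus-poor barcodes, where globin RNA stood at 6437 and 8219. In EVT-like nuclei Tpbpa had 10019 and 11744 CPM, in Cav1-null below the Stromal-like and Vascular-like levels. The 4 groups keep close paralogs in gene clusters, between which the counting of the authors can split reads, so single members are uncertain. For the same reason the members of a group are not independent, unlike most genes of the random lists. The numbers of members above 0 and the percentiles can therefore overstate a group difference. In STB-like nuclei with each library clustered by itself the medians were -0.02, -0.09, -0.13 and -0.09, and the cathepsin median was also below 0 (-0.064) with Cav1-null nuclei assigned to WT clusters.

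Ribosomal protein genes were also higher in STB-like (median 0.29), EVT-like (0.17) and Vascular-like nuclei (0.26), all at percentile 100, with 68, 68 and 69 of 76 members above 0, and stood at 0.04 (percentile 95.1) in Stromal-like nuclei and at 0.27 in the nucleus-poor barcodes. The EVT-like median turned to -0.037 with each library clustered by itself. Interferon response genes were higher in Vascular-like nuclei, with a median of 0.49 (percentile 100, 11 of 12 above 0) led by Ifit3 (1.19), Ifit1 (0.81) and Ifit2 (0.80). They had 0.19 in Stromal-like (97.8), 0.09 in STB-like (64.1) and -0.03 in EVT-like nuclei (17.9), and 0.34 in the nucleus-poor barcodes. Nutrient transporter genes had a median of 0.20 in STB-like nuclei (percentile 99.74, 17 of 20 above 0, with the lactate carrier Slc16a3 at 0.75), 0.11 in EVT-like (95.4), 0.08 in Vascular-like (89.2) and -0.34 in Stromal-like nuclei. The last lay below all random lists (percentile 0), with 13 of 17 members below 0, led by the fatty acid receptor gene Cd36 (-0.98) and the transferrin receptor gene Tfrc (-0.58), against -0.06 for the group and -0.79 for Tfrc in the nucleus-poor barcodes. STB markers, Tfrc among them, were lower alongside, with 971 CPM in WT and 716 in Cav1-null Stromal-like nuclei and 1363 and 952 in the nucleus-poor barcodes, as were the vascular markers Kdr and Tek in Stromal-like nuclei. Hypoxia and glycolysis genes had 0.25 in STB-like nuclei (percentile 99.8, 16 of 16 above 0, with Slc2a3 at 0.59), against 0.15 in the nucleus-poor barcodes, and 0.02, -0.18 and -0.06 in EVT-like, Stromal-like and Vascular-like nuclei (40.7, 5.11 and 17.04). Mitochondrially encoded genes had -0.01, -0.06, -0.28 and -0.04 in the 4 classes, the Stromal-like value at percentile 0.03, with -0.31 in the nucleus-poor barcodes. Immediate early and heat shock genes had 0.20, 0.23, -0.01 and 0.12 (percentiles 94.3, 99.53, 58.1 and 89.8), with 0.19 in the nucleus-poor barcodes.

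Caveolae genes other than Cav1, such as Cavin1 (0.09, 0.44, -0.30 and 0.20), were within 2-fold, and the group had medians of 0.05, 0.19, -0.12 and -0.04, with Cav1 among its measured members only in Stromal-like and Vascular-like nuclei. The remaining medians, in the order STB-like, EVT-like, Stromal-like and Vascular-like, were 0.03, 0.01, -0.04 and 0.08 for imprinted genes, 0.27, 0.14, -0.21 and 0.09 for angiogenesis, 0.23, 0.15, -0.12 and -0.07 for senescence, 0.05, -0.02, -0.04 and 0.02 for axon guidance and neuron development, and 0.09, 0.04, 0.11 and 0.12 for collagens and extracellular matrix. They were -0.03, -0.01, -0.01 and 0.01 for nuclear long noncoding RNAs and 0.05, 0.06, 0.03 and -0.10 for the neighbours of Cav1 on chromosome 6. None of these medians lay outside the central 95% of random lists, where at least 5 members were measured. Single members did differ, such as the growth factor gene Vegfc (1.15) in Stromal-like nuclei, the cell cycle inhibitor gene Cdkn1a in EVT-like nuclei (1.05) and Robo2 there (-2.40). Mitotic genes were too few to rank, with 1, 2, 4 and 3 of 18 members measured and medians of 0.28, -1.01, -0.02 and -0.06, as were the sex-linked genes, with 2 members measured and medians of -0.09, 0.07, 0.07 and -0.14. The 39 genes that the study lists as opposite between the genotypes had 0.10, 0.03, -0.13 and -0.05 (percentiles 98.9, 64.1, 0.40 and 12.7) and the 10 genes it names in its text 0.34, 0.21, 0.08 and 0.23 (99.9, 99.53, 78.2 and 99.0), and neither list is independent evidence since both were chosen on these samples. With free RNA subtracted the median turned for the 39 genes in Stromal-like (0.21), for the 10 genes in Vascular-like (-0.46) and for ribosomal proteins in Vascular-like nuclei (-0.05).

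The last comparison concerns whether stromal and vascular cells resemble STB or EVT cells in their expression. The correlations with STB-like and EVT-like nuclei differed by less than 0.1 in both libraries, so neither was called the nearer, but with at least 200 UMIs per gene this no longer held, and STB-like exceeded EVT-like by 0.183 (Stromal-like) and 0.127 (Vascular-like) in WT and by 0.187 and 0.137 in Cav1-null. Across 5303 genes in WT, the log2 ratios of Stromal-like nuclei to all other nuclei correlated with r = 0.0763 with those of STB-like and r = 0.0237 with those of EVT-like nuclei, and those of Vascular-like nuclei with 0.0232 and 0.0331. Across 4628 genes in Cav1-null the Stromal-like values were 0.159 and 0.144 and the Vascular-like values 0.0635 and 0.0619. Spearman's rho in WT was 0.265 with STB-like and 0.245 with EVT-like for Stromal-like nuclei and 0.256 and 0.287 for Vascular-like nuclei, and in Cav1-null 0.339 and 0.369, and 0.286 and 0.292. The correlations are across genes, which are not independent replicates. In WT Vascular-like nuclei the difference was -0.105, toward EVT-like nuclei, with each library clustered by itself and with Cav1-null nuclei assigned to WT clusters. With free RNA subtracted the correlations with STB-like exceeded those with EVT-like nuclei in both libraries, by 0.246 and 0.221 in WT and by 0.255 and 0.355 in Cav1-null for Stromal-like and Vascular-like nuclei. All of these correlations were then negative, as they were with a class set against the other named classes only, so the sign of the r values above depended on the processing.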

Values the study reported

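The study reported 22,138 nuclei for WT and 23,099 for KO placentae. It described cytotrophoblasts as the most abundant cells, a number of EVT cells nearly 3-fold lower in KO, nearly equal STB cells, and stromal and vascular cells on average 2-fold more abundant in KO. Of its differentially expressed marker genes 3242 were lower in both genotypes and 7191 higher in both. A further 42 were higher in WT and lower in KO and 39 the reverse, and 81 genes differed between EVT and STB cells with the loss of Cav1. It stated that Pappa2 was higher in STB cells and Usp53 higher in EVT cells of KO placentae, with the reverse in WT.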

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

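The tests of shallow nuclei, free RNA in empty droplets and cytotrophoblast nuclei, and the test of Kcnh1 alone, were chosen only after the result was seen, and the alternative with free RNA subtracted was added after the data had been seen.

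In 4 instances a gene went 1 way in the WT library and the other way in the Cav1-null library, either with counting intervals on opposite sides of 0 (Peg3, Cdh13 and Mecom, of the genes of the EVT-like to STB-like contrast named here) or past 2-fold in opposite directions (Tgfb2), differences that were not tested because each genotype had 1 library. The EVT-like to STB-like log2 ratio of the imprinted gene Peg3 was higher by 0.25 in Cav1-null, from -0.12 to 0.13. That of Cdh13 was higher by 1.66, from -0.83 to 0.83, but differed by -0.05 with each library clustered by itself. The Mecom difference of EVT to STB log2 ratios was -3.46, from 2.22 to -1.24, and over the alternatives -1.202 (at equal depth) to -4.498 (each library clustered by itself). The ratio of Tgfb2 in Endoderm-like nuclei to all other nuclei was higher by 3.57, from -1.59 to 1.98, and was not opposite past 2-fold with Cav1-null nuclei assigned to WT clusters, with each library clustered by itself or with at least 500 genes per nucleus.

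Most barcodes, 84.2% in WT and 85.7% in Cav1-null, lay in nucleus-poor clusters, of which only clusters 12 (S-TGC) and 16 (erythroid) had at least 3 raised markers of a class. As these were chosen by low Malat1 and Xist, low nuclear RNA in them would restate the choice. Shallow but intact nuclei were thus tested in clusters chosen only for fewer than 3 markers of any class at 2 times the CPM of all other barcodes. These were clusters 0, 1, 2, 3 and 10, with 83.4% and 85.3% of the barcodes. They are not the nucleus-poor set, as cluster 10 was named EVT-like above but had 2 EVT markers by this rule. In the clusters so chosen, the nuclear long noncoding RNAs without Malat1 stood at 0.0990 (WT) and 0.0885 (Cav1-null) times their level in all other barcodes. Among barcodes of at least 3000 UMIs they stood at 0.116 and 0.135. These RNAs were Neat1, Kcnq1ot1, Meg3, Mirg, Rian and Airn. The values argue against shallow nuclei of the same mix of types as the other barcodes. Intact nuclei of a type low in these RNAs, such as cytotrophoblasts could be, would give the same ratios and are not addressed. Cytotrophoblast nuclei passed over by the naming stay open, since the test made could not decide it. The nucleus-poor barcodes as a whole were not high in cytotrophoblast markers, at 228 (WT) and 244 CPM (Cav1-null). In both libraries 6 of the 8 named classes had more. The markers were highest in Endoderm-like nuclei (707 and 858 CPM), so they did not single out cytotrophoblasts here. A sum over all nucleus-poor barcodes can also hide a smaller set of such nuclei. Free RNA in droplets without an intact nucleus may account for the pattern, since globin RNA was 1.40 times higher (1.37 to 1.44) in the nucleus-poor barcodes than in the nearest class, Stromal-like nuclei of WT. That test was found from these data, and no biological explanation was tested.

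Kcnh1, Prl4a1, Coch, A2m and Noct were past 2-fold in the same direction in at least 3 main classes. A chromosome segment carried along with the Cav1 allele was argued against, as 0% of the 5 genes lay within 20 Mb of Cav1. That says nothing on differences between the WT and KO strains elsewhere in the genome. Free RNA that differs between the libraries stays open for the group, with 40% of the 5 genes (Coch and Noct) at least as far apart in the nucleus-poor barcodes. For Kcnh1 alone it was argued against as the whole cause, as its log2 ratio was 2.29 (1.99 to 2.60) there and 4.34 (4.06 to 4.65) in EVT-like nuclei. A difference between the genotypes, between the strains and between these animals or libraries all stay open, since each genotype had 1 library from its own strain.

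The 39 genes that the study lists as lower in WT and higher in KO, in EVT or STB cells, had EVT-like to STB-like ratios of the same sign in both libraries, except for Peg3. Free RNA that hides opposite directions was argued against, as 0% of the 39 were past 2-fold in opposite directions after free RNA was subtracted. Class names that fell on different clusters in the libraries stay open, since the test made could not decide it. The ratios came from clusters shared by both libraries, and the share of genes with their highest level in the same class (92.3% in these clusters, 74.4% with each library clustered by itself) says nothing on the names used in the study. The names of the classes in the study were not used here, and no biological explanation was tested.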

How the results depend on the processing

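The 5 alternatives with free RNA subtracted, a class against the other named classes, other UMIs left out of the total, barcodes outside the nucleus-poor clusters as the denominator and cluster 17 left out were chosen after the data had been seen. No paired analysis was possible because each genotype had 1 library and no test was run. Of 588 values of named genes under the alternatives 485 stayed within their interval, 92 moved and 11 reversed; of 866 list medians 724, 133 and 9; of 160 further EVT-like to STB-like ratios 83, 74 and 3; and of 100 differences of these ratios 78, 12 and 10. Of 87 share ratios 63 stayed and 24 moved, and of 61 numbers of genes past 2-fold 37 stayed within 1.5 times. The number of study genes past 2-fold in opposite directions was 0 under all 10 alternatives. The other scalings shifted the ratios by no more than -0.0538 log2 (in EVT-like nuclei). Depth limits the number of measured genes, which was 5355 in Stromal-like nuclei against 8883 in EVT-like nuclei. Except where the setting itself changes the genes counted, the cause was not tested. Values for classes are in the order STB-like, EVT-like, Stromal-like and Vascular-like.

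At 1.5-fold the genes past the threshold were 507, 428, 376 and 457, with 9 markers in opposite directions. With at least 20 UMIs they were 318, 306, 267 and 288, with 6 opposite markers, and with at least 200 UMIs 10, 17, 1 and 21, with 0 opposite markers. At 200 UMIs the correlation with STB-like exceeded that with EVT-like nuclei by 0.183 (Stromal-like) and 0.127 (Vascular-like) in WT and by 0.187 and 0.137 in Cav1-null. These settings change which genes enter.

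With Cav1-null nuclei assigned to WT clusters the share ratios were 0.626 for STB-like and 0.638 for EVT-like nuclei, and 38 genes were past 2-fold in EVT-like nuclei. In Cav1-null against WT, Fam135b was 1.505 and Esr1 1.004 in STB-like and Ush2a 0.30 in EVT-like nuclei, and the cathepsin median in STB-like nuclei was -0.064. Pappa2 was 3.19 and 3.16 in WT and Cav1-null, Usp53 -0.96 and -1.21, and Psg25 -0.034 in WT. The differences were -2.00 for Fam135b and -0.093 for Esr1.

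With each library clustered by itself the share ratios were 0.367 for STB-like, 0.968 for EVT-like, 0.971 for Decidual-like and 0.432 for S-TGC-like nuclei, 612 genes were past 2-fold in EVT-like nuclei and 52 markers were opposite. Fam135b was 1.32, Esr1 0.34 and Ush2a 1.56. In STB-like nuclei the medians were -0.017 for pregnancy-specific glycoproteins, -0.095 for the prolactin family, -0.086 for cathepsins and -0.13 for Ceacam genes, with 11 of 18 measured lists above 0 against 17 of 19, and the ribosomal median in EVT-like nuclei was -0.037. Pappa2 was 3.19 and 3.38, Usp53 -0.96 in WT and Psg25 -0.034 in WT. The differences were -0.64 for Fam135b, -0.84 for Esr1, -0.053 for Cdh13 and 0.15 for Rbfox1.

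With at least 500 genes per nucleus the share ratios were 0.678, 0.555, 0.665 and 0.746, and 0.566 for Decidual-like, 0.624 for S-TGC-like and 1.28 for Macrophage-like nuclei. The denominators were then 10770 WT and 15648 Cav1-null barcodes. Ush2a was 0.19 in EVT-like and Zfp366 0.027 in Stromal-like nuclei, Pappa2 3.52 and 3.18, Usp53 -0.50 and -0.76, the Zhx2 difference -0.072, and 2 markers were opposite. With nuclei of at least 1000 UMIs thinned to 1000 the share ratios were 0.751, 0.592, 0.723 and 0.829, and 0.630 for Decidual-like and 0.594 for Endoderm-like nuclei. Here the denominators were 10758 WT and 14300 Cav1-null barcodes. The genes past 2-fold were 22, 18, 6 and 29, as fewer genes reach the minimum, and 10 of 12 measured lists were above 0 in STB-like nuclei against 17 of 19. Ush2a was 1.35, Zfp366 1.06, Pappa2 3.58 and 3.49, Usp53 -1.10 and -0.45, and Psg25 -0.34 in WT. The differences were -0.50 for Esr1, 0.93 for Hs6st3 and 0.42 for Ttc39c.

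With free RNA subtracted 247, 172, 119 and 242 genes were past 2-fold (193, 126, 47 and 140 of them higher), and 9 of 12, 3 of 7 and 9 of 14 measured lists were above 0 in STB-like, Stromal-like and Vascular-like nuclei against 17 of 19, 9 of 20 and 14 of 20, so the lower numbers came with fewer lists measured. The medians were 0.21 for the 39 study genes in Stromal-like nuclei, -0.46 for the genes named in the study text and -0.045 for ribosomal proteins in Vascular-like nuclei. Pappa2 was 4.78 and 4.42, Usp53 -2.64 and -2.04, and 10 markers were opposite. The correlations with STB-like exceeded those with EVT-like nuclei by 0.246 and 0.221 in WT and by 0.255 and 0.355 in Cav1-null.

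At resolution 0.3, 43 genes were past 2-fold in EVT-like nuclei, where Ush2a was 0.070, Pappa2 was 3.31 and 3.102, and 2 markers were opposite. At resolution 1.0 Pappa2 was 3.52 in WT and Usp53 -0.91 and -1.12. With at most 5% mitochondrial UMIs the share ratios were 0.666 for EVT-like, 0.876 for Vascular-like and 0.681 for Decidual-like nuclei, Usp53 was -1.29 in WT, and 2 markers were opposite. The EVT-like share ratio was 0.871 of barcodes outside the nucleus-poor clusters and 0.875 of named classes. With a class set against the other named classes 2 markers were opposite, as with the study genes in the clustering, and without cluster 17 the Vascular-like class had 46 genes past 2-fold.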

Other observations

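This part reports no test of an explanation, and its genes were chosen after their values were seen. In Decidual-like nuclei Cd226, a receptor of natural killer and T cells, had 3 UMIs in WT and 95 in Cav1-null (log2 5.36, 3.77 to 7.66), and Tbxas1, the thromboxane synthase gene, 7 and 77 (log2 3.84), while Noct (-1.43), the growth factor gene Ptn (-1.54), the protocadherin gene Pcdh9 (-2.29) and the cation channel gene Trpc4 (-1.37) were lower in Cav1-null. The imprinted genes had a median of -0.18 there (percentile 0 among random lists), with 14 of 18 below 0, among them Peg3 (-0.78) and Meg3 (-0.74), and of -0.10 in the nucleus-poor barcodes (percentile 0.02). In Decidual-like nuclei mitochondrially encoded genes had a median of -0.41 (percentile 0, 11 of 11 below 0) and nuclear long noncoding RNAs of -0.25 (percentile 0.18). Both were also low in the nucleus-poor barcodes, at -0.31 (percentile 0) and -0.26 (percentile 0.01). In S-TGC-like nuclei 14 genes were higher and 102 lower past 2-fold, with Cdh13 (-2.62), the NADPH oxidase gene Nox4 (-2.34) and Hdac9 (-2.29) lower and the alpha-fetoprotein gene Afp (1.76) higher.

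In Endoderm-like nuclei the drug efflux pump gene Abcb1b had 10 and 349 UMIs (51.2-fold, log2 5.68), Fam13a 4 and 182 (log2 6.06) and Tgfb2 31 and 329 (15.6-fold, log2 3.96), whereas the transferrin receptor gene Tfrc was lower in Cav1-null (321 and 109, log2 -1.01). Most of the Y-linked UMIs of the Cav1-null library lay in this class, 5 of Ddx3y and 7 of Uty. In Macrophage-like nuclei, which also showed lymphoid markers, the protease gene Furin was higher (35 and 209, log2 1.70) and the interleukin-7 receptor gene Il7r lower (60 and 25, log2 -2.14). The nucleus-poor barcodes had 85 genes higher and 25 lower past 2-fold. The higher ones were led by Guca2b (15 and 592, log2 5.16), Cuzd1 (2 and 96, log2 5.44) and Prap1 (115 and 1657, log2 3.70). They were followed by C3 (64 and 406, log2 2.52) and the albumin gene Alb (64 and 388, log2 2.45). Beside Cav1, Abhd1 (96 and 13, log2 -3.03) was among the lower ones.

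The number of EVT-like nuclei was 718 of 23099 in Cav1-null and 875 of 22138 in WT, with class names rebuilt from other markers than those of the study. The study gives numbers of its own EVT cells, so no direction is drawn between the values.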
